# The Gut Epithelial Receptor LRRC19 Promotes the Recruitment of Immune Cells and Gut Inflammation

**DOI:** 10.1016/j.celrep.2015.12.070

**Published:** 2016-01-14

**Authors:** Shuisong Cao, Xiaomin Su, Benhua Zeng, Hui Yan, Yugang Huang, Enlin Wang, Huan Yun, Yuan Zhang, Feifei Liu, Wenxia Li, Hong Wei, Yongzhe Che, Rongcun Yang

## Abstract

Commensal microbes are necessary for a healthy gut immune system. However, the mechanism involving these microbes that establish and maintain gut immune responses is largely unknown. Here, we have found that the gut immune receptor leucine-rich repeat (LRR) C19 is involved in host-microbiota interactions. LRRC19 deficiency not only impairs the gut immune system but also reduces inflammatory responses in gut tissues. We demonstrate that the LRRC19-associated chemokines CCL6, CCL9, CXCL9, and CXCL10 play a critical role in immune cell recruitment and intestinal inflammation. The expression of these chemokines is associated with regenerating islet-derived (REG) protein-mediated microbiotas. We also found that the expression of REGs may be regulated by gut *Lactobacillus* through LRRC19-mediated activation of NF-κB. Therefore, our study establishes a regulatory axis of LRRC19, REGs, altered microbiotas, and chemokines for the recruitment of immune cells and the regulation of intestinal inflammation.

## Highlights

• The gut immune receptor LRRC19 is involved in host-microbiota interactions
• LRRC19-associated chemokines control immune cell recruitment and gut inflammation
• Chemokines are regulated by REG protein-mediated gut microbiotas
• *Lactobacillus* may modulate the expression of REG proteins through LRRC19

## Introduction

The gut lymphoid system constitutes the largest part of the whole immune system and includes organized tissues such as Peyer patches (PPs) and the mesenteric lymph nodes (MLNs) as well as lymphoid tissues scattered throughout the lamina propria (LP) and the epithelium of the mucosa (Mowat and Viney, 1997). This gut immune system contains both innate immune cells, such as dendritic cells (DCs), macrophages, and immature myeloid cells, and adaptive immune cells, such as CD4 and CD8 lymphocytes and their subsets, including Th1, Th17, regulatory T (Treg), Th17^+^Foxp3^+^, and innate T cells. These cells perform crucial roles in protecting the body from foreign pathogens and establishing the immunological tolerance in the gut tissues. However, the exact mechanisms underlying recruitment, retention, and differentiation of these immune cells in gut tissues are unclear. Studies have suggested that microbe-recognizing molecules expressed on intestinal epithelial cells can mediate gut microbe-host immune cross-talk, integrating and transmitting signals from bacteria to the mucosal innate and adaptive immune cells (Goto and Ivanov, 2013). When the host lacks pathogen-recognizing molecules, such as myeloid differentiation primary response gene 88 (MyD88, an adaptor molecule in the Toll-like receptor [TLR] signaling pathway), nucleotide-binding oligomerization domain-containing protein 2 (NOD2), or NOD1, it is unable to clear invading pathogens from the gut tissue (Jiang et al., 2013, Luddy et al., 2014). However, under normal physiological conditions, intestinal epithelial cells show only low-level expression of these pathogen-recognizing receptors, which are generally unresponsive to TLR stimuli (Abreu et al., 2001, Melmed et al., 2003), suggesting that these receptors are not essential for the establishment and maintenance of the gut immune system (de Kivit et al., 2014).

Commensal bacteria are necessary for gut immune responses and inflammation under normal physiological conditions. These commensal microbes develop together with the gut immune system from birth and play a crucial role in the maturation of the intestinal mucosal immune system of their host (Clemente et al., 2012). Indeed, germ-free (GF) mice differ from normal mice in the number of DCs and innate lymphoid cells, although all major innate immune subsets are present in these mice (Niess and Adler, 2010, Sawa et al., 2010). Additionally, the absence of intestinal bacteria in GF mice may dramatically reduce the frequency of oncogenic mutations and tumor formation (Dove et al., 1997, Li et al., 2012). Fecal and bacteria transplantations have demonstrated that the gut microbiota can restore the number of immune cell populations in the gut immune system (Round and Mazmanian, 2009) and the gut’s sensitivity to tumor-inducing factors (Zhan et al., 2013). Recent studies have also shown that commensal bacterial composition can influence the type and robustness of the host’s immune responses (Ivanov and Honda, 2012). The immunomodulatory roles of several commensal bacterial species have been demonstrated (Ivanov and Honda, 2012). However, how these gut commensal microbes exert their effects on the gut immune response and inflammation is largely unknown.

LRRC19 belongs to the leucine-rich repeat (LRR) family and differs from other pathogen-recognizing receptors because it contains no cytoplasmic Toll/interleukin 1 (IL-1) receptor (TIR) domain. LRRC19 is highly expressed in gut epithelial cells under normal physiological conditions and is activated by multiple TLR ligands and *E. coli* (Chai et al., 2009, Su et al., 2014). Here we found that LRRC19 is involved in gut host-microbiota interactions and that it plays a critical role in promoting the recruitment of immune cells and intestinal inflammation.

## Results

### LRRC19 Deficiency Reduces Inflammatory Responses in Gut Tissues

Our previous studies have suggested that gut epithelial cells express LRRC19 (Chai et al., 2009, Su et al., 2014). Here we used RT-PCR, in situ hybridization, and immunostaining to confirm these findings (Figures S1A–S1C). LRR family members such as TLRs, which are expressed in gut epithelial cells, play a significant role in enteritis, colitis, colon cancer, and metabolism-associated diseases (Rakoff-Nahoum et al., 2006, Vijay-Kumar et al., 2010). Because LRRC19 belongs to the LRR family, we first undertook a long-term observational study of *Lrrc19* knockout (KO) mice to determine the effects of LRRC19 on mouse health. *Lrrc19* KO mice displayed increased longevity compared with the cohoused wild-type (WT) littermates. Almost all *Lrrc19* KO (male and female) mice remained alive, whereas most of the WT mice (>80%) had died after 2 years on standard chow (Figure 1A). *Lrrc19* KO mouse body weights were lower than those of WT mice (Figure 1A). Interestingly, when the gut tissues of these mice were examined, almost all WT mice showed slight inflammation (low-grade enteritis and colitis) whereas *Lrrc19* KO mouse gut tissues did not. The gut tissues of *Lrrc19* KO mice were more yellow (Figure 1B) and the colon tissues were thinner in *Lrrc19* KO mice than in WT mice, and the ceca of *Lrrc19* KO mice were enlarged significantly (Figure 1C), as in GF mice (Aluwihare, 1971). These features of *Lrrc19* KO mice suggest a lack of immunological inflammatory responses in their gut tissues. Expression of cytokines such as tumor necrosis factor α (TNF-α), IL-1β, IL-6, interferon γ (IFNγ), IL-17, and IL-12 was lower in the gut tissues of *Lrrc19* KO mice than in those of WT mice over the long term (Figure 1D). Colitis-associated phospho-nuclear factor κB (NF-κB) p65, and -STAT3, which were detected readily in WT mice, were barely detectable in *Lrrc19* KO mice (Figure 1D). A histological examination of the LP showed a sparse stroma in *Lrrc19* KO mice, and the colonic sections from these mice showed no overt inflammatory infiltrate in the LP, which was observed in most WT mice (Figure 1E). Proliferating cell nuclear antigen (PCNA), a proliferative cell marker, was immunoreactive in numerous WT colon epithelial cells but not in *Lrrc19* KO mouse epithelial cells. β-Catenin and cyclooxygenase 2 (COX2), colon cancer-associated markers, were also detected more readily in WT mice compared with *Lrrc19* KO mice (Figure 1F). All of these data imply that LRRC19 is associated with enteritis, colitis, and colitis-associated tumorigenesis.

We next used dextran sodium sulfate (DSS)-induced colitis and an azoxymethane (AOM)-DSS-induced colon cancer model to examine the effects of LRRC19 on the occurrence and development of colitis and colon cancer. The results showed that LRRC19 deficiency conferred a marked resistance to DSS-mediated colitis. Although WT mice showed clear symptoms of colitis after exposure to 2.0% DSS in their drinking water for 7 days, the colitis symptoms, including survival rate, weight loss, colon shortening, and histology scores, were suppressed significantly in the cohoused *Lrrc19* KO mice (Figures 2A–2C). In the AOM-DSS-induced colon cancer model, WT mice developed a high incidence of colon tumors in the distal to middle colon, whereas no tumors were found in cohoused *Lrrc19* KO mice treated with the same protocol (Figures 2D–2F). The colon cancer-associated markers proliferating cell nuclear antigen (PCNA) and COX2 were also difficult to detect in *Lrrc19* KO mice (Figure 2G). 5-Bromo-2-deoxyuridine (BrdU) experiments showed strong absorbance by colon epithelial cells of WT mice but not by those of *Lrrc19* KO mice (Figure 2G). These results indicated that LRRC19 functions in gut-related tumorigenesis. LRRC19 is difficult to detect in hematopoietic cells, but its expression is induced in inflammatory environments (unpublished data). Therefore, we assessed intrinsic hematopoietic cell functions in colitis generation and development. WT/WT chimeras (WT bone marrow [BM] donor cells transplanted into lethally irradiated WT recipients), but not cohoused KO/ko chimeras (*Lrrc19* KO BM donor cells transplanted into lethally irradiated *Lrrc19* KO recipients), responded effectively to DSS-induced colitis, further confirming the role of LRRC19 in colitis (data not shown). Notably, in *Lrrc19* KO mice that received WT bone marrow, the incidence and severity of colitis were significantly lower than those of WT mice transplanted with *Lrrc19* KO BM (Figures S1D–S1F), suggesting that epithelial but not hematopoietic expression of LRCC19 is necessary for the proinflammatory role of LRRC19 in DSS colitis. Together, these data indicate that LRRC19 deficiency impairs the inflammatory responses in gut tissues.

### LRRC19 Deficiency Reduces the Recruitment of Immune Cells

We next investigated the factor(s) that cause(s) the decreased inflammation in *Lrrc19* KO gut tissues. *Lrrc19* KO gut tissues and gut-associated lymphoid tissues from mice previously subjected to long-term observation were examined again. We found that *Lrrc19* KO mice had fewer and smaller gut tissue-associated lymph node PPs compared with cohoused WT mice (Figures 3A and 3B), indicating that fewer immune cells had accumulated in their gut immune systems. Because immune cells such as DCs, adaptive lymphocytes (including Th1 and Th17 cells), and immunoregulatory cells such as regulatory T (Treg) cells play critical roles in colitis and colitis-associated cancer (Nguyen et al., 2015), we examined the composition and absolute numbers of immune cells in the LPs, PPs, and MLNs of WT and *Lrrc19* KO mice. We found that the absolute numbers of CD4^+^ T cells, CD8^+^ T cells, DCs (CD11c^+^MHCII^+^ cells), macrophages (F4/80^+^MHCII^+^ cells), and immature myeloid cells (CD11b^+^Gr1^+^ cells) were much lower in the LPs of *Lrrc19* KO mice than in those of WT mice (Figure 3C). The smaller numbers of innate and adaptive immune cells in *Lrrc19* KO mice were confirmed with immunostaining (Figure S2). The absolute numbers of CD103^+^CD11b^–^ (CD103^+^ DCs), CD103^+^CD11b^+^ (double-positive [DP] DCs), and CD103^–^CD11b^+^ (CD11b^+^ DCs) subsets were also lower in the PPs of *Lrrc19* KO mice compared with those of cohoused WT mice (Figure 3D). However, the proportion of the CD11c^+^CD103^+^ DC subpopulation, which plays a critical role in maintaining gut tolerance (Benson et al., 2007, Coombes et al., 2007), did not decrease but, rather, increased in the PPs and MLNs of *Lrrc19* KO mice (Figure S3B). The proportion of CD11b^+^ DCs (CD11C^+^CD103^+^CD11b^+^ and CD11c^+^CD11b^+^ cells) was lower in *Lrrc19* KO mice than in WT mice (Figure S3B), indicating that there were fewer hematopoietic CD11b^+^ DCs in *Lrrc19* KO mice than in WT mice. Importantly, the absolute numbers of adaptive lymphocytic subsets (Th1 and Th17 cells) in the PPs and MLNs of *Lrrc19* KO mice, which may promote inflammation responses, were less compared with those of WT mice (Figures 3E and 3F). Th17 cell frequency in the PPs and MLNs was also reduced markedly in *Lrrc19* KO mice, whereas the Treg (Foxp3^+^) cell proportion, which may suppress inflammation responses, was increased (Figure S3D). Notably, the reduced number of T cells and the reduction in the Th17 subpopulation in *Lrrc19* KO mice were limited to the gut tissue. *Lrrc19* KO and WT mice did not differ in the numbers of DCs or T cells in their spleens. No similar phenomena were found in *Tlr4* KO, *Tlr2* KO, or *Myd88* KO mice (data not shown). These data suggest that the decreased number of immune cells and their subsets may be responsible for the reduced gut inflammation in *Lrrc19* KO mice.

### Reduced Chemokine Levels in *Lrrc19* KO Gut Tissues Are Responsible for Fewer Gut Immune Cells

We next investigated the cause of the decreased number of immune cells in *Lrrc19* KO gut tissues. Previous studies have shown that chemokines play a critical role in the recruitment and retention of immune cells. However, for chemokines such as MCP-1/CCL2, which plays roles in recruiting immune cells to gut tissues (Popivanova et al., 2009), there was no remarkable difference in CCL2 expression between cohoused WT and *Lrrc19* KO mice, especially in the levels of transcription (Figure 4B). To identify chemokines involved in recruiting immune cells in gut tissues, we used a microarray to analyze the differential expression of genes in the gut epithelial cells of cohoused WT and *Lrrc19* KO mice. 

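The microarray data consisted of 1 Affymetrix mouse genome array for each genotype. By the sample labels, each was hybridized with RNA pooled evenly from 5 mice (2 males and 3 females, 6 weeks old). The labels describe epithelial cells released from the intestine with EDTA, with T cells, B cells, DCs, and macrophages then depleted by magnetic sorting. The smooth muscle transcript Acta2 (12549 in WT and 14996 in KO) was nevertheless brighter than the enterocyte marker Vil1 (5569 and 5762). The pools therefore held other tissue besides epithelium. Lrrc19 itself was lower in the Lrrc19 KO pool on both of its probe sets. The intensity of the brighter probe set was 905 in the WT pool and 212 in the KO pool (4.26-fold lower), and that of the other was 391 and 20.9, the latter far under the median of all probe sets (127), which served as the floor, so that no fold is given for it. The dimmer probe set can match several transcripts. The paper's text does not name the exons that were deleted, so it is not known whether these probe sets lie in the deleted part. Of 18193 genes with a probe set of their own, 12518 reached the floor in at least 1 pool. Among these, 70 genes were at least 2-fold higher and 51 were at least 2-fold lower in the Lrrc19 KO pool, and 12397 differed by less. When both arrays were set to the same median, 53 genes were higher and 76 were lower, and when they were centred on 11 control genes, 91 were higher and 37 were lower. These scalings shifted every log2 difference by -0.08 and 0.07, so at least the sign of a smaller difference or median is not settled.

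The submitters' processing notes name RMA, which usually gives log2 values with the same distribution on every array. The deposited values were instead intensities on a linear scale, from 1 to 25842, with a median of 124 on the WT array and 131 on the KO array. How the arrays were scaled to each other is therefore not known. The values were used as deposited, set to at least 1, and converted to log2. A gene was represented by its brightest probe set, and the difference was taken as Lrrc19 KO minus WT. The robust SD of this difference over all genes at or above the floor of 127 was 0.27, which contains both array noise and differences between the pools. The 18 probe sets of the hybridization spike-ins, bacterial and phage transcripts added to each sample, had a median log2 difference of 0.50, and all 18 were higher on the KO array. This offset is larger in size than the median of every list of at least 3 genes except the 4 chemokines and the 4 REG genes, so whether the other medians above 0 are positive depends on the scaling. Because each genotype had a single pool, the spread between mice is unknown, no test or p-value could be given, and the number of arrays limits the precision. The values compare these 2 pools and have no replicate check. Gene lists are described by the median log2 difference of the members at or above the floor, with the percentile of this median among 10000 random lists of equal size and similar expression. In every count of members, a gene is called higher or lower only when it differed at least 2-fold.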

The expression of several chemokines, including CCL6, CCL9, CXCL9, and CXCL10, was reduced significantly in *Lrrc19* KO mice (Figure 4A; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62487). 

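The 4 chemokines were all lower in the Lrrc19 KO pool than in the WT pool. Cxcl9, an interferon-inducible ligand of CXCR3, differed most, with an intensity of 500.0 in WT and 112 in KO. Ccl9 went from 946 to 407 (2.33-fold lower), Ccl6 from 5763 to 2945 (1.96-fold lower), and Cxcl10, another CXCR3 ligand, from 146 to 72.4. Second probe sets gave 2562 and 1052 for Ccl6, 519 and 277 for Ccl9, and 162 and 142 for Cxcl9 (log2 difference -0.19), the single one of Cxcl9 at or above the floor in both pools. Cxcl9 and Cxcl10 were under the floor in the KO pool on their brightest probe sets, so no fold is given for them, and with values under the floor set to the floor, a setting chosen after the values were seen, Cxcl9 was at least 3.93-fold lower on its brightest probe set and Cxcl10 did not pass 2-fold. With both probe sets of Cxcl9 averaged, its log2 difference was -1.18. The median log2 difference of the 4 genes was -1.12 (-1.09 with this setting), below that of every random list, but the study chose these genes on the same arrays, so this is not independent evidence of their direction.

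Most other chemokines differed less. Of the 4, Ccl6 did not pass 2-fold on its brightest probe set but did on its second (2.43-fold lower). This second probe set can match several transcripts. Of 22 others measured at or above the floor, none passed 2-fold, and their median log2 difference was 0.04 (percentile 63.4, and -0.04 when the arrays were set to the same median). The largest differences among them were those of Ccl8 (618 in WT and 331 in KO, 1.86-fold lower and close to Ccl6) and Pf4 (215 and 136).

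Interferon-stimulated genes had a median log2 difference of -0.28 over 35 members, below all random lists. In this list 3 were lower and none was higher. They were, by the values as measured, the GTPase Iigp1 (1785 in WT and 537 in KO), the tryptophan-degrading enzyme Ido1 (238 and 85.5), and the virus-tethering protein Bst2 (1101 and 486), and 32 differed by less than 2-fold. Ido1 did not pass 2-fold with values under the floor set to the floor. None of 13 genes of MHC class I presentation passed 2-fold in the values as deposited. Their median was -0.19 (percentile 2.15, and 6.7 without the probe sets that can match several transcripts). The largest differences were those of the proteasome subunits Psmb9 (-0.95) and Psmb8 (-0.85), and Psmb9 passes 2-fold when the arrays are set to the same median. None of 9 MHC class II genes passed 2-fold, with a median of -0.15 (percentile 6.61, from 3.79 to 22.3 over the other settings), H2-DMa at -0.69 and H2-Ea at 0.62.

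Markers of leukocytes were still measured after the depletion. The T cell list had a median log2 difference of -0.02 over 16 members (percentile 24.3, from 10.6 to 47.6 over the other settings), of which the cytotoxic granule proteases Gzmb (420 in WT and 184 in KO) and Gzma (1278 and 587) were lower and none was higher. The macrophage, DC, and granulocyte list had a median of -0.15 over 25 members (percentile 1.11), none of them past 2-fold, and of -0.31 (percentile 0.08) with the floor from genes of other tissues. Its largest differences were those of the macrophage receptor Adgre1 (606 in WT and 363 in KO) and the Fc receptor Fcgr3 (420.0 and 261). From the lower expression of these chemokines on the array, together with its measurements by other methods and its chemokine-expressing adenoviruses, the paper proposes that LRRC19-associated CCL6, CCL9, CXCL9, and CXCL10 act in the recruitment of gut immune cells.

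**Figure D1:**
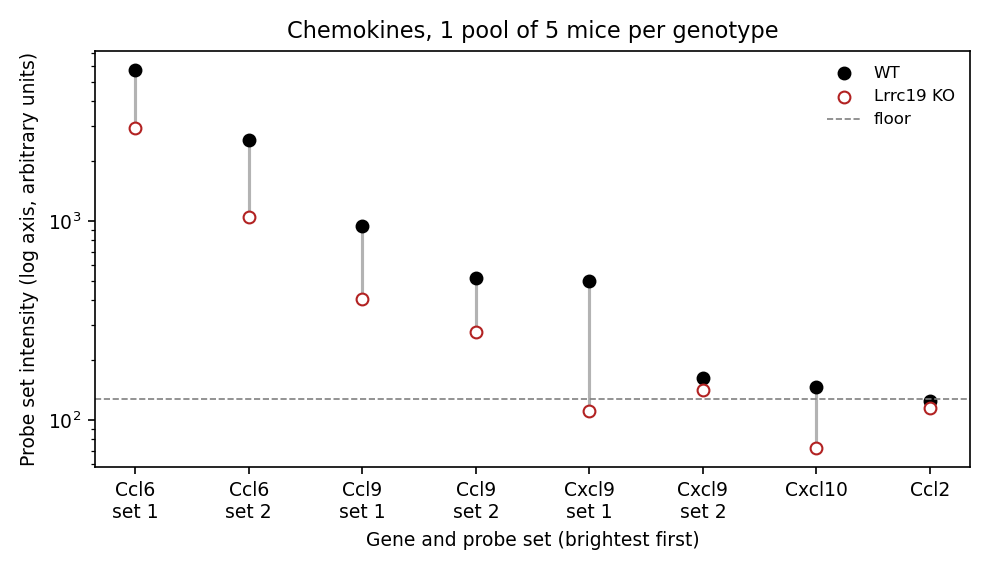
Intensity of each probe set (log axis, arbitrary units) of the 4 chemokines and of Ccl2 in the WT pool (filled) and the Lrrc19 KO pool (open), with 1 array per genotype and no error bars. The dashed line is the floor of 127. Every probe set of Ccl6, Ccl9, Cxcl9, and Cxcl10 was lower in KO, and Ccl2 was under the floor in both pools (124 and 115).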

The reduced levels of chemokine expression in LRRC19-deficient epithelial cells were confirmed further with qRT-PCR, immunoblotting, and immunostaining (Figure 4B; data not shown). These chemokines play a critical role in recruiting innate and adaptive immune cells, including DCs, macrophages, and CD4^+^ and CD8^+^ T cells (Asensio et al., 1999, Coelho et al., 2007, Harris et al., 2012, Núñez et al., 2010, Zhao et al., 2003). Indeed, administration of CCL6-, CCL9-, CXCL9-, and CXCL10-expressing adenoviral complexes could not only rescue the innate and adaptive immune system in *Lrrc19* KO mice (Figures 4C–4E) but also promoted the accumulation of innate and adaptive immune cells, including CD4^+^ and CD8^+^ T cells, DCs, macrophages, and immature myeloid cells in the LP (Figure S4B) in WT mice. The MLN sizes were also significantly larger in mice injected with chemokine-expressing adenoviral complexes (Figure S4C). These extra chemokines also increased the sensitivity to DSS-mediated colitis in *Lrrc19* KO mice (Figure 4E) and in WT mice (Figures S4D and S4E). These data, together, suggest that LRRC19-associated CCL6, CCL9, CXCL9, and CXCL10 in gut epithelial cells play a critical role in the recruitment of gut immune cells.

### Altered Gut Microbiota in *Lrrc19* KO Mice Affects Chemokine Expression

We next addressed factor(s) that potentially affect chemokine expression in gut tissues of *Lrrc19* KO mice. Previous studies have suggested that gut commensal microbiota composition is important for establishment of the intestinal immune system. The fewer immune cells in the *Lrrc19* KO mice may, therefore, be attributable to their altered gut microbiota. We first analyzed fecal microbiotas by pyrosequencing 16S rRNAs in WT and *Lrrc19* KO mice. The animal husbandry, parental genotypes, and environmental influences were controlled carefully. The *Lrrc19* KO and cohoused WT mice shared the same bacterial phyla, but, among their microbiotas, the proportions of Firmicutes and Bacteroidetes were significantly different between *Lrrc19* KO (29% Firmicutes and 55% Bacteroidetes) and WT mice (59% Firmicutes and 34% Bacteroidetes). However, there was a marked increase in Bacteroidetes and a marked reduction in Firmicutes in *Lrrc19* KO mice compared with WT mice (Figures 5A and 5B; Table S1). These data were confirmed with 16S rRNA qPCR (Figure 5C). The relative abundances of bacterial phyla in WT mice (Figures 5A and 5B; Table S1) were consistent with the data of other studies (Ley et al., 2006, Turnbaugh et al., 2009). Further analyses showed far fewer *Clostridium* bacteria in the colons or *Lactobacillus* bacteria in the intestines of *Lrrc19* KO compared with WT mice (Table S1). Therefore, we next used a GF mouse model to demonstrate that the altered gut microbiota in *Lrrc19* KO mice is a factor in their reduced levels of chemokines. We first compared the chemokine levels in the intestinal tissues of *WT* and GF mice. The expression of CCL6, CCL9, CXCL9, and CXCL10 was much lower, or even barely detectable, in the intestinal tissues of GF mice compared with WT mice (Figure 5D). However, the expression of these chemokines was remarkably higher in GF mice transplanted with WT mouse feces compared with that in GF mice transplanted with *Lrrc19* KO mouse feces (Figures 5E and 5F), suggesting that the altered gut microbiota in *Lrrc19* KO mice affects chemokine expression in their gut epithelial cells.

### REGs Are Involved in the Alteration of the Gut Microbiota in *Lrrc19* KO Mice

We next addressed the causes of the altered gut microbiota in *Lrrc19* KO mice. To investigate this, we again analyzed the microarray data from gut epithelial cells of WT and *Lrrc19* KO mice. 

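The transcripts of the secreted C-type lectins Reg3g and Reg4 were more than 4-fold lower in the Lrrc19 KO pool. The intensity of Reg3g was 4707 in WT and 1000.4 in KO (4.71-fold lower), and that of Reg4 was 1364 and 292 (4.67-fold lower). Reg3a was close to the floor, at 159.6 in WT and 65.1 in KO, and its KO value was under the floor, so no fold is given. Reg3b was lower on both of its probe sets, by different amounts. The brighter one went from 9099 to 4861 (1.87-fold lower), and the other from 7336 to 1518 (4.83-fold lower). Averaging them gave a log2 difference of -1.59 instead of -0.90. The other probe set can match several transcripts, so its larger fall may not be that of Reg3b alone. Over the 4 genes the median log2 difference was -1.76 (-1.56 with values under the floor set to the floor, where Reg3a did not pass 2-fold), below that of every random list. These genes were picked by the study from these arrays, and their median is not independent evidence of a direction. The remaining members, Reg1 (80.3 in WT and 43.2 in KO), Reg2 (77.7 and 63.4), and Reg3d (76.4 and 66.4), were under the floor in both pools.

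Several marker lists stood beside this difference. The labels give intestine as the source without naming a part of it, and colon markers were bright in both pools (Car1 at 22420 in WT and 18909 in KO). Of the markers on the array, 17 of 20 for the colon, 9 of 11 for the ileum, and 6 of 16 for the proximal small intestine reached the floor. Markers of the colon had a median log2 difference of 0.41 over 17 members, above all random lists, and markers of the ileum a median of -0.37 over 9 members (percentile 0.08), while those of the proximal small intestine were at -0.0041 over 6 members (percentile 37.7, and -0.17 and 7.89 with all probe sets averaged), with Ada at -0.54 and Lct at -0.17. Paneth cell markers had a median of -0.12 over 7 members (percentile 13.8), which went from -0.20 to 0.07 over the other settings (percentile 5.93 to 56.5). Of these, the stress-induced regulator Nupr1 was lower (7916 in WT and 3494 in KO) and none was higher. Pancreatic acinar markers, a tissue that also expresses REG genes, had a median of 0.21 over 9 members (percentile 96.4, with medians from 0.08 to 0.59 over the other settings), with the trypsin inhibitor Spink1 higher (1007 in WT and 2312 in KO).

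**Figure D2:**
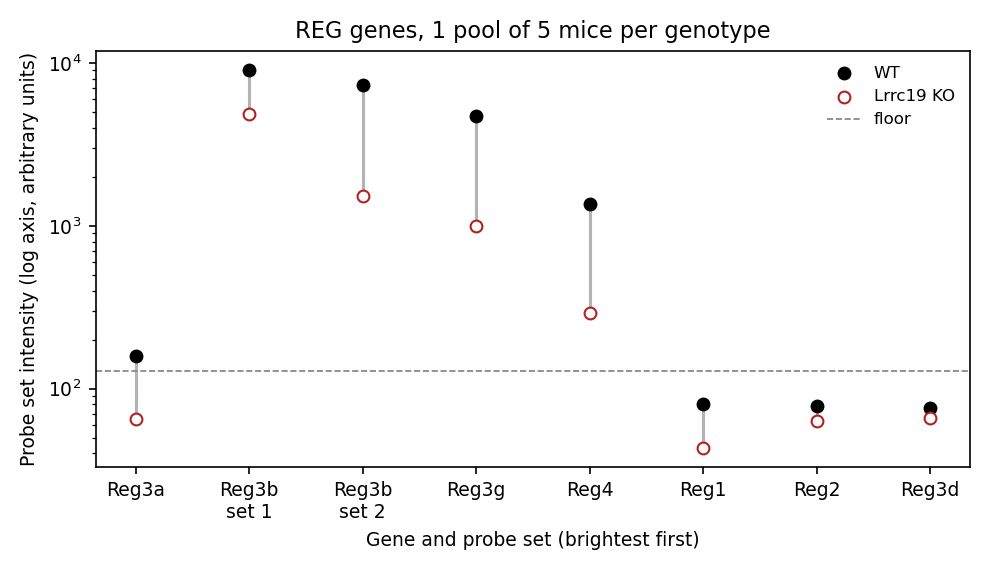
Intensity of each probe set (log axis, arbitrary units) of 7 REG genes in the WT pool (filled) and the Lrrc19 KO pool (open), with 1 array per genotype and no error bars. The dashed line is the floor of 127. The probe sets of Reg3a, Reg3b, Reg3g, and Reg4 were lower in KO, and Reg1, Reg2, and Reg3d stayed under the floor in both pools.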

The expression of REGs, including REG3α, REG3β, REG3γ, and REG4, was significantly lower in the gut epithelial cells of *Lrrc19* KO mice compared with the gut epithelial cells of WT mice (Figure 6A; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62487). These results were confirmed with qRT-PCR, immunoblotting, and immunostaining (Figure 6B; data not shown). Because the members of the REG family have the capacity to specifically kill Gram-positive bacteria (Brandl et al., 2007, Mukherjee et al., 2014, Vaishnava et al., 2011) and alter the composition of the gut microbiota (Figure 6C), the reduced expression of REGs in LRRC19 KO mice may explain their altered gut microbiota.

A critical question is whether the reduced expression of CCL6, CCL9, CXCL9, and CXCL10 is associated with REG-mediated gut microbiotas in *Lrrc19* KO mice. To demonstrate this, we first administrated REG adenoviruses into *Lrrc19* KO mice. We found that the expression of chemokines was much higher in the intestinal tissues of *Lrrc19* KO mice with REG adenovirus administration compared with uninjected mice (Figure 6D), indicating that the expression of chemokines is related to REG levels in gut tissues. We next addressed whether REG-mediated chemokines were associated with the gut microbiota of mice administrated REG adenoviruses. When gut microbiotas of *Lrrc19* KO mice with REG adenoviruses were transplanted into *Lrrc19* KO mice, the expression of chemokines was much higher than in *Lrrc19* KO mice transplanted with control feces (Figure 6E), indicating that the altered gut microbiota after administration of REG adenoviruses affects chemokine expression in their gut epithelial cells. Taken together, these results suggest that the REG-mediated gut commensal microbiota modulates the expression of chemokines.

### Gut *Lactobacillus* Directly Regulates the Expression of REGs through LRRC19-Mediated Activation of NF-κB

Because reduced REGs are responsible for the altered microbiota, which caused the decreased chemokine levels in *Lrrc19* KO mice, we next explored how LRRC19 affects the expression of REGs. LRRC19, as a potential bacterium recognition receptor, may be activated by gut bacteria to regulate the expression of REGs. The genus *Lactobacillus* was decreased remarkably in Lrrc19 KO mice (Table S1). Therefore, the reduced expression of the REGs in *Lrrc19* KO mice may be caused by the decrease in *Lactobacillus*. After screening the isolated gut commensal bacteria, we identified the strain of *Lactobacillus* with the highest similarity to *Lactobacillus taiwanensis* strain BCRC 17755, *Lactobacillus* NK6 (colony 6) (Figure S5). This strain could induce the expression of REGs in gut epithelial cells (Figures S6A and S6B). Notably, lactobacilli could activate the intracellular NF-κB signaling pathway in LRRC19- but not ΔLRRC19-transfected (absence of an extracellular region) HEK293T cells (Figure S6C). All of these data suggest that LRRC19 may directly regulate the expression of REGs.

We next dissected the molecular pathways by which LRRC19 signaling regulates the expression of REG family proteins. LRRC19 deficiency affected the phosphorylation of p65, p38, and c-Jun N-terminal kinase (JNK) in response to *Lactobacillus* (Figure S7A), indicating that LRRC19 activates multiple signaling pathways. Consistent with previous findings (Su et al., 2014), there was more K63-linked ubiquitin on the TRAF6 from WT gut epithelial cells than on TRAF6 from *Lrrc19* KO cells (Figure S7B). The ubiquitination of TRAF2 was also inhibited markedly in WT gut epithelial cells, whereas the ubiquitination of TRAF2 in *Lrrc19* KO cells was increased greatly in response to *Lactobacillus* NK6 (Figure S7C). Because TRAF2 and TRAF6 are critical adaptor molecules of NF-κB signaling pathways, we also examined the effect of NF-κB deficiency on the expression of REG family members. The expression of REG family members such as REG3α, REG3β, REG3γ, and REG4 was lower in *NF-κB* KO mice than in WT mice (Figure S7D). *NF-κB* KO mouse gut epithelial cells had a highly reduced response to *Lactobacillus* NK6 (Figure S7E), implying that LRRC19 mediates the expression of REG3 family members through NF-κB signaling pathways. This is consistent with previous findings (Vaishnava et al., 2011). These results suggest that LRRC19 mediates the expression of REG proteins through the TRAF2- and TRAF6-mediated NF-κB signaling pathways.

### Exogenous LRRC19 Promotes the Occurrence and Development of Colitis

Finally, we examined the importance of LRRC19 in promoting the recruitment of immune cells and intestinal inflammation. LRRC19-expressing adenovirus was injected intraperitoneally three times per week, with demonstrable infection (Figure 7A). This treatment increased the sensitivity of mice to DSS-mediated colitis (Figure 7B) and AOM-DSS-induced colon cancer (Figure 7C). The administration of LRRC19-expressing adenovirus also increased the infiltration of different immune cells into the gut tissues (Figure 7D) and altered the immune cell proportions in that the CD103^+^CD11b^+^ cell population in the LP increased dramatically in mice administered LRRC19-expressing adenovirus and the Th1^+^ (IFNγ^+^) and Th17^+^ cell subsets in the PPs and MLNs also increased (data not shown). qRT-PCR and immunoblot analyses showed that CCL6, CCL9, CXCL9, and CXCL10 expression in mice administered LRRC19-expressing adenovirus was also higher than in control mice (Figures 7E and 7G). Expression of the REG family proteins REG3α, REG3β, REG3γ, and REG4 was higher in adenovirus-treated mice than in mice injected with the control vector (Figures 7F and 7G). All of these data confirm the critical role of LRRC19 in the recruitment of immune cells and intestinal inflammation.

## Discussion

Gut epithelial cells express multiple pattern recognition receptors, such as TLRs and Nod-like receptors, that play important roles in eliminating pathogenic microorganisms. However, the expression levels of these TLRs are too low under normal physiological conditions to produce a responsive to TLR stimuli (Melmed et al., 2003). Therefore, it is not really clear what type of receptors plays a critical role in the establishment and maturation of the gut immune system. We found that LRRC19, which does not contain a cytoplasmic Toll/interleukin 1 receptor domain, determines the recruitment of immune cells and intestinal inflammation under normal physiological conditions. Unlike the pathogen-recognizing receptors, LRRC19 is highly expressed on gut epithelial cells and directly mediates the TRAF2- and TRAF6 NF-κB signaling pathways in gut epithelial cells.

Mining the microbiota for bacterial strains that are responsible for shaping the gut immune system is a formidable combinatorial problem. Although some progress has been made in identifying gut microbe species that preferentially stimulate a specific program of immune maturation, the gut-specific commensal microbiota for maintaining the maturation of the whole gut immune system is largely unknown. We found that gut commensal microbes of the genus *Lactobacillus* are involved in this process. Although the particular bacterial products are unknown, we demonstrated that *Lactobacillus* may promote the expression of REG3α, REG3β, and REG3γ through LRRC19-mediated TRAF2- and TRAF6 NF-κB signaling pathways in gut epithelial cells. This may affect the recruitment of immune cells and intestinal inflammation by gut microbiota-mediated chemokines. *Lactobacillus* are Gram-positive bacteria with the cell wall component peptidoglycan. Recognition of peptidoglycan is important in initiating and shaping the immune response under both homeostatic and infection conditions (Sorbara and Philpott, 2011). Indeed, four other secreted peptidoglycan recognition proteins, PGLYRP 1-4, as well as two intracellular sensors of peptidoglycan, Nod1 and Nod2, also have important roles in shaping mammalian immune responses (Sorbara and Philpott, 2011).

Our study establishes an LRRC19-based regulatory axis that may promote the recruitment of immune cells and intestinal inflammation. Chemokines CCL6, CCL9, CXCL9, and CXCL10 may directly recruit immune cells into the gut tissues, whereas REG family proteins, including REG3α, REG3β, REG3γ, and REG4, play critical roles by affecting the composition of the gut microbiota, which may modulate chemokine expression. Commensal microbes of the genus *Lactobacillus* are essential for the establishment of the gut immune system by activating the LRRC19-mediated signaling pathway, which may induce the expression of REG family proteins such as REG3α, REG3β, and REG3γ. These results represent an important advance in understanding how gut commensal microbes exert their effects to promote the recruitment of immune cells and intestinal inflammation through the microbe receptors expressed on gut epithelial cells. This will be invaluable when designing therapeutic strategies for colitis and colitis-associated diseases such as colon carcinoma.

## Experimental Procedures

### Mice

Four-to six-week-old male or female C57BL/6 and GFP transgenic C57BL/6 mice were obtained from the Beijing Animal Center. *Lrrc19* KO mice were generated by us (Su et al., 2014). *Tlr2* KO mice were obtained from the Nanjing Animal Center. *Nf-κb* KO (p50^−/−^) mice were provided by Prof. Zhexiong Lian (University of Science and Technology of China). Germ-free mice were generated by the Third Military Medical University and were bred and maintained in sterile Trexler-type isolators. All procedures were conducted according to the Institutional Animal Care and Use Committee of the Model Animal Research Center. Animal experiments were approved by the Animal Ethics Committee of Nankai University.

### Preparation of Specific Experimental Mice

Chimeric mice were generated according to our previously published method (Su et al., 2014). Briefly, 6-week-old *Lrrc19* KO and WT GFP transgenic C57BL/6 mice were lethally irradiated with 9 Gy of total body irradiation. BM cells were obtained from the femora of donor mice and collected in RPMI 1640 medium containing 100 U/ml penicillin/streptomycin. Irradiated recipient mice were injected with 200 μl of the appropriate cell suspension via the tail vein. The recipient mice were maintained in a sterile facility for 8 weeks to allow for complete engraftment with donor bone marrow. To assay bone marrow reconstitution, spleens were harvested from chimeric mice, and single-cell suspensions of splenocytes were prepared in PBS and then analyzed by flow cytometry to detect GFP+ spleen cells and to determine the donor/recipient chimerism of the hematopoietic compartment.

For microbiota transplantation mice, cecal contents were pooled from five mice. Cecal contents (150 mg) were collected in an anaerobic chamber, suspended in 1 ml PBS, and immediately administered intragastrically (0.1 ml/mouse) to sterilely packed, 6- to 7-week-old germ-free mice or pan-antibiotic-treated mice. The *Lactobacillus* NK colony was selected and cultured in *Lactobacillus*-selective medium, suspended in PBS, and immediately administered intragastrically (1 × 10^9^ colony-forming units [CFUs]/mouse) to sterilely packed, 6- to7-week-old mice three times per week for 4 weeks.

For mice expressing exogenous LRRC19; chemokine or REG; adenovirus-LRRC19, -CCL6, -CCL9, -CXCL9, and -CXCL10 complexes (CC); or adenovirus-Reg3α, -Reg3β, -Reg3γ, and –Reg4 complexes (REG) were injected intraperitoneally at the indicated time. The expression of LRRC19, CCL6, CCL9, CXCL9, and CXCL10 or Reg3α, Reg3β, Reg3γ, and Reg4 in gut epithelial cells was determined using qRT-PCR and immunoblotting.

### Isolation of the Gut *Lactobacillus* Strain *Lactobacillus* NK6

For isolation of the gut microbiota, the cecal contents from *WT* mice were serially diluted with PBS and seeded onto *Lactobacillus*-selective culture plates. After culture under aerobic conditions or strictly anaerobic conditions at 37°C for 24–48 hr, individual colonies were picked up and cultured for an additional 1–2 days at 37°C in *Lactobacillus*-selective medium (*Lactobacillus* MRS medium) (per liter: protease peptone, 10.0 g; beef extract, 10.0 g; yeast extract, 5.0 g; Tween 80, 1.0 ml; ammonium citrate, 2.0 g; sodium acetate, 5.0 g; magnesium sulfate, 0.1 g; manganese sulfate, 0.05 g; di-potassium phosphate, 2.0 g; and glucose at 2% [w/v]). The isolated colonies were collected into stock medium (10% glycerol) and stored at −80°C. The sequences of the 16S rRNAs of the isolated colonies were obtained by cycle sequencing and were then aligned with the 16S rRNA database of GenBank using BLAST. Each inquiry gave the 100 most similar sequence results, including different bacterial genera. For each genus, one bacterial strain with the highest Max Score was selected, and its sequence was downloaded. Next, all obtained sequences were aligned by MUSLE, and then the neighbor-joining method was used to construct a phylogenetic tree.

### Flow Cytometry

Single-cell suspensions of MLNs, PPs, and spleen were prepared by mashing them in a cell strainer (70 mm), stained, and analyzed by flow cytometry. For the staining of lamina propria lymphocytes, gut epithelial cells were first removed using 1 mM EDTA and then digested in RPMI medium with 5% fetal bovine serum (FBS) and 0.15% collagenase II (275 U/mg)/0.05% dispase (1.1 U/mg) (Invitrogen) for 1 hr at 37°C. LP cells were filtered to minimize mucus contamination, stained, and analyzed by flow cytometry. Dead cells were eliminated through PI staining.

For intracellular staining, cells were cultured and stimulated for 16 hr with 50 ng/ml phorbol 12-myristate 13-acetate (PMA, Sigma) and 1 μg/ml ionomycin (Sigma) in the presence of GolgiStop (10 ng/ml, BD Biosciences). After incubation for 16 hr, cells were washed in PBS, and surface CD4 was stained with a fluorescein isothiocyanate (FITC)- or phycoerythrin (PE)-labeled anti-CD4 antibody. Cells were then washed, fixed in Cytofix/Cytoperm, permeabilized with perm/wash buffer (BD Biosciences), and stained with PE- or FITC-labeled anti-IFNγ, anti-Th17, or anti-Foxp3. Meanwhile, dead cells were eliminated through PI staining.

### In Vitro Stimulation

For in vitro stimulation, gut epithelial crypts were stimulated for 12 hr using bacteria (crypt cells: bacteria = 1:100) and then lysed for immunoblot analyses. To isolate crypts, samples were transferred to 5 mM EDTA in PBS (pH 8), shaken by hand for 1 min, incubated at 4°C for 15 min, and passaged through 70-μm filters (BD Falcon) to collect the flowthrough. The fraction containing intact and isolated crypts was collected by centrifugation at 75 × *g* for 5 min at 4°C and washed once with PBS. In some cases, bacteria (1 × 10^7^) were injected directly into colon segments to stimulate colon epithelial cells, and then colon epithelial cells were isolated using 5 mM EDTA.

### RT-PCR and qRT-PCR

RT-PCR and qRT-PCR were performed according to methods published previously (Su et al., 2014). Total RNA was extracted from the cells, tissues, and organs using TRIzol reagent (Invitrogen). First-strand cDNA was generated from total RNA using oligo-dT primers and reverse transcriptase (Invitrogen). The PCR products were visualized on 1.0% (WT/v) agarose gels. qRT-PCR was conducted using QuantiTect SYBR Green PCR Master Mix (QIAGEN) and specific primers in an ABI Prism 7000 analyzer (Applied Biosystems). GAPDH mRNA expression was detected in each experimental sample as an endogenous control. All reactions were run in triplicate.

### Immunoprecipitation and Immunoblot Analysis

Immunoprecipitation and immunoblot analysis were performed according to methods published previously (Su et al., 2014). The cells were lysed with cell lysis buffer (Cell Signaling Technology) supplemented with a protease inhibitor “cocktail” (Calbiochem). Immunoprecipitation (IP) was performed essentially as described by Thermo Scientific. For the immunoblot, hybridizations with primary antibodies were conducted for 1 hr at room temperature in blocking buffer. The protein-antibody complexes were detected using peroxidase-conjugated secondary antibodies (Boehringer Mannheim) and enhanced chemiluminescence (Amersham).

### Statistical Analysis

Student’s t test, one-way ANOVA, Bonferroni’s multiple comparison test, Wilcoxon’s test, and Mann-Whitney *U* test were used to determine significance. A 95% confidence interval was considered significant and was defined as p < 0.05 (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001).

## Author Contributions

R.Y. designed the research and wrote the paper. S.C., X.S., B.Z., H. Yan, Y.H., A.W., H. Yun, and Y.Z. conducted the in vivo experiments and immunoassays. X.S, S.C., Y.H., H. Yan, E.W., and H. Yun carried out the in vitro assays. Y.C., W.L., and H.W. provided assistance for the animal experiments. Y.L. and F.L. reviewed the manuscript.

## Figures and Tables

**Figure 1:**
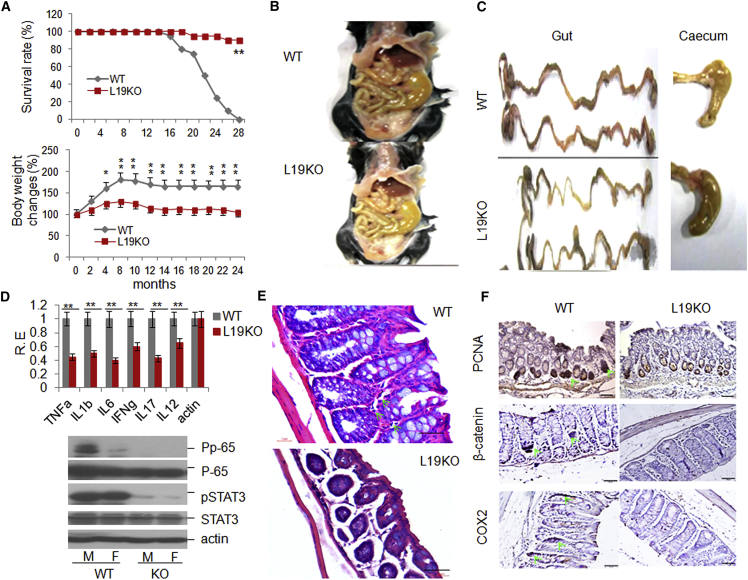
LRRC19 Deficiency Inhibits the Occurrence and Development of Gut Inflammation (A) Survival rates (top) and changes in body weight (bottom) of WT (WT, n = 24 [female, 12; male, 12]) and *Lrrc19* KO (L19KO, n = 24 [female, 12; male, 12]) mice on standard chow. (B and C) Morphology of gut and cecum from representative WT (B) and *Lrrc19* KO (C) mice after eating standard chow for 2 years. (D) qRT-PCR analyses (top) of TNF-α, IL-1β (IL1b), IL-6, IFNγ (IFNg), IL-17, and IL-12 and immunoblot (bottom) of pp-65 and pSTAT3 in colon tissues of WT (n = 6) and *Lrrc19* KO (n = 6) mice after standard chow for 2 years. RE, relative expression; M, male; F, female. (E) H&E staining of representative WT and *Lrrc19* KO mouse colons after standard chow for 2 years. The green arrow indicates inflammatory response cells. Scale bars, 40 μm. (F) Immunostaining of PCNA, β-catenin, and COX2 in colon tissues of representative WT and *Lrrc19* KO mice. The green arrows indicate PCNA, β-catenin, and COX2. Scale bars, 40 μm. ^∗^p < 0.05, ^∗∗^p < 0.01 (Wilcoxon’s test in A [top], ANOVA in A [bottom], t test in D; mean ± SD). See also Figure S1.

**Figure 2:**
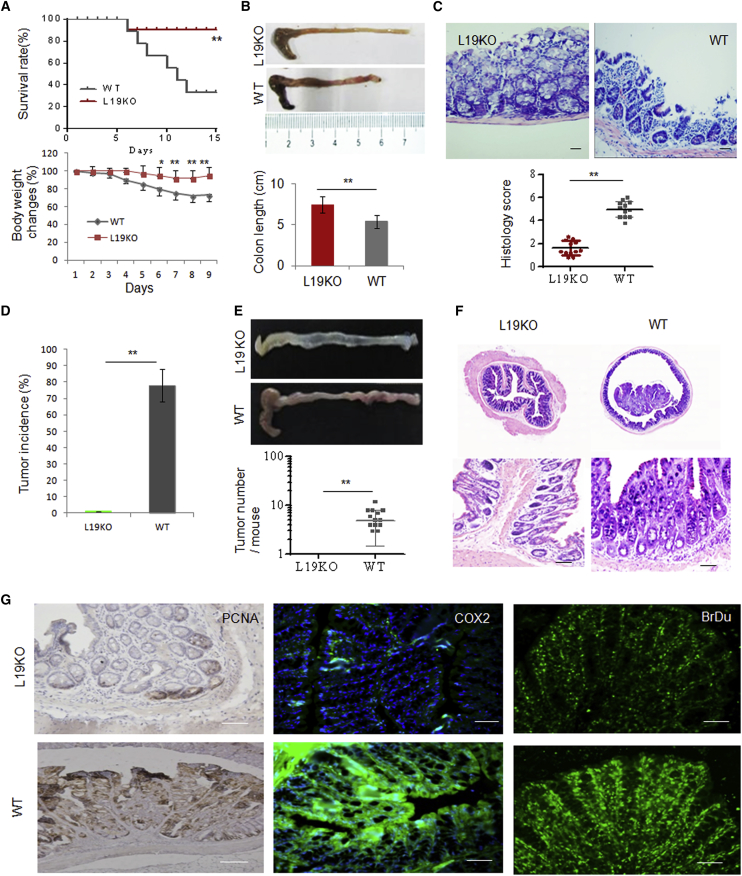
*Lrrc19* KO Mice Are Highly Resistant to DSS-Induced Colitis (A) Survival (top) and body weight (bottom) were monitored after the start of DSS. WT (n = 18, male) and *Lrrc19* KO (n = 18, male) mice were fed a 2% DSS solution in drinking water for 7 days and then switched to regular drinking water. (B) Length of WT and *Lrrc19* KO colon tissues. Mice were sacrificed on day 7 after the start of DSS, and colon length was measured. (C) H&E staining and histological scores of representative distal colon samples from WT and *Lrrc19* KO mice on day 7 after the start of DSS. Histological scores were assessed according to the methods described in the Supplemental Experimental Procedures. (D) Incidence of colon carcinoma in WT (n = 18, male) and *Lrrc19* KO (n = 18, male) mice after AOM-2% DSS treatment for 3 months. (E) Morphology and tumor numbers of colon carcinoma in WT and *Lrrc19* KO mice after AOM-2% DSS treatment for 3 months. (F) Histopathological changes in representative distal colon samples from *Lrrc19* KO and WT mice after staining with H&E. (G) Immunostaining of PCNA, COX2, and BrdU in colon tissues of representative WT and *Lrrc19* KO mice. Colon samples from *Lrrc19* KO and WT mice were stained by anti-PCNA or anti-COX2 antibodies. For the BrdU assay, mice were injected intraperitoneally with BrdU, and the colon sections were stained by anti-BrdU antibodies after 4 hr. Brown, PCNA; green, COX2 or BrdU. Scale bars, 40 μm. ^∗^p < 0.05, ^∗∗^p < 0.01 (Wilcoxon’s test in A [top], ANOVA in A [bottom], t test in B and D, mean ± SD; Mann-Whitney *U* test in C and E).

**Figure 3:**
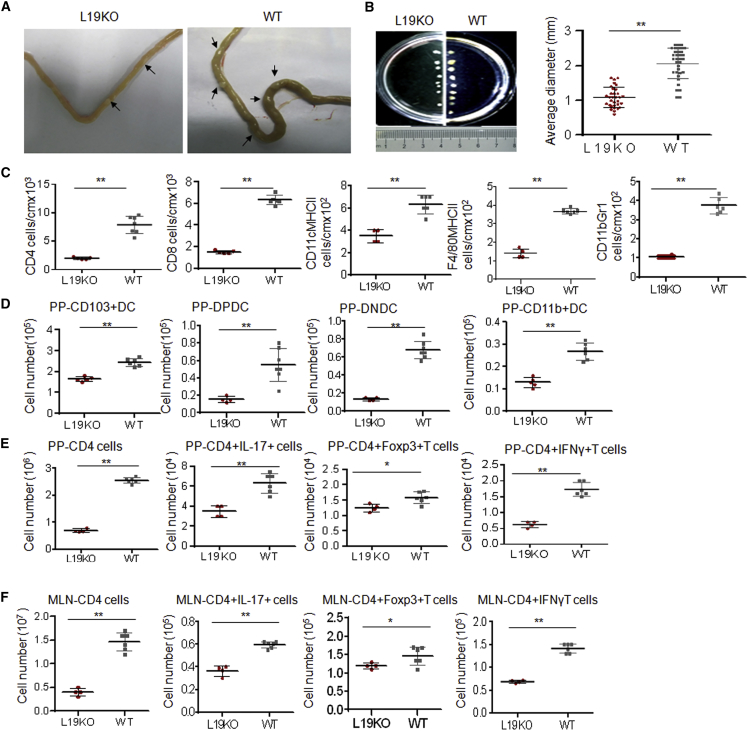
LRRC19 Deficiency Affects Maturation of Gut-Associated Lymphoid Tissues (A and B) Visible PP number (A) and sizes (B) in the guts of WT and *Lrrc19* KO mice. (C) Absolute numbers of CD4^+^T cells, CD8^+^ T cells, CD11c^+^MHCII^+^ cells, F4/80^+^MHCII^+^ cells, and CD11b^+^Gr1^+^ cells in colon tissues. The absolute numbers were standardized by calculating the numbers per l cm of colon. (D) Numbers of CD11c^+^CD103^+^CD11b^−^DCs (pp-CD103^+^DC), CD11C^+^CD103^+^CD11b^+^ DCs (PP-DP-DC), CD11C^+^CD11b^−^CD103^−^DCs (PP-DNDC), and CD11C^+^CD11b^+^ (PP-CD11b^+^DC) in PPs as assessed by flow cytometry analysis. (E and F) Number of CD4^+^, CD8^+^, CD4^+^Foxp3^+^, CD4^+^IL-17^+^, and CD4^+^IFNγ^+^ T cells in PPs (E) and MLNs (F). Cell numbers in age- and sex-matched WT (n = 6) and *Lrrc19* KO (n = 6) mice were compared. ^∗^p < 0.05, ^∗∗^p < 0.01 (Mann-Whitney *U* test). The data are representative of three independent experiments. See also Figures S2 and S3.

**Figure 4:**
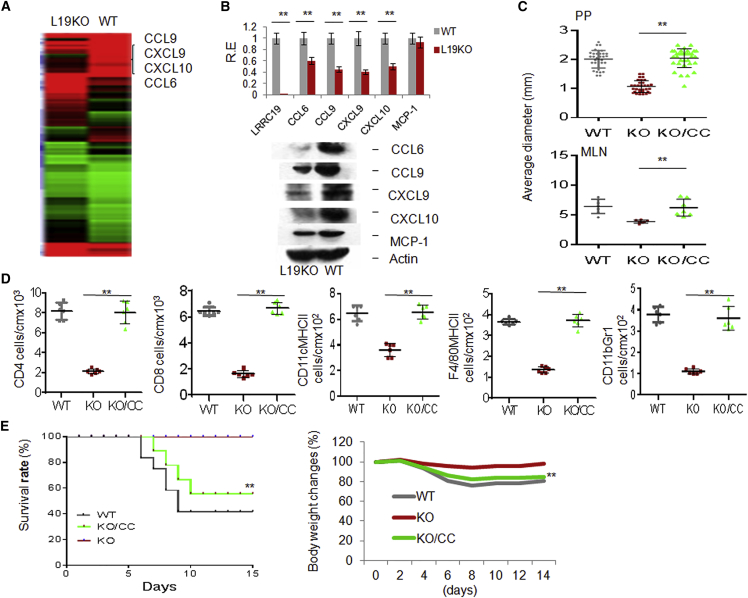
LRRC19 Deficiency Reduces the Expression of Chemokines CCL6, CCL9, CXCL9, and CXCL10 (A) Microarray analyses of gene expression in WT and *Lrrc19* KO mice given standard chow. (B) qRT-PCR (top) and immunoblot (bottom) of CCL6, CCL9, CXCL9, and CXCL10 in WT and *Lrrc19* KO colon epithelial cells. (C) Size of visible PP and MLN in *L19* KO mice with (KO/CC) or without (KO) CCL6-, CCL9-, CXCL9-, and CXCL10-expressing adenovirus injection. (D) Absolute number of CD4^+^ and CD8^+^ T cells, CD11C^+^MHCII^+^ DCs, F4/80MHCII, and CD11b^+^Gr1^+^ cells in colon tissue of *L19* KO mice with or without (control adenovirus only) chemokine adenovirus injection as assessed by flow cytometric analysis. CC, CCL6-, CCL9-, CXCL9-, and CXCL10-expressing adenovirus complexes; WT, cell numbers from the colon tissues of WT mice. (E) Survival (right) and body weight (left) were monitored until day 14 after the start of DSS. *L19 KO* mice with (n = 18) or without (n = 18) CCL6, CCL9, CXCL9, and CXCL10 adenovirus injection were fed a 2% DSS solution in drinking water for 7 days and then switched to regular drinking water. ^∗^p < 0.05, ^∗∗^p < 0.01 (t test in B, mean ± SD; Mann-Whitney *U* test in C and D; Wilcoxon’s test in E (right); ANOVA in E (left). See also Figure S4.

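Beyond the chemokines, the genes that differed most were of several kinds. Among the 10 with the largest increase in the Lrrc19 KO pool, Atp12a, a subunit of the proton-potassium pump of the distal colon, went from 531 in WT to 4760.2 in KO (8.96-fold higher). The posterior homeobox gene Hoxd13 went from 42.4, under the floor, to 255, the calpain Capn13 from 173 to 950.3, the annexin Anxa8 from 125 to 670.4, and the transglutaminase Tgm3 from 737 to 2881. The peptide transporter Slc15a1 (270.1 in WT and 1001 in KO), the schlafen gene Slfn4 (675 and 2435), the transcription factor Zbtb16 (111 and 461), the pseudogene Gsdmcl-ps (84.8 and 431), and the respiratory chain gene Cox7c (63.2 and 244) completed this group. Of the 10 with the largest decrease, the adipocyte hormone Adipoq went from 313 to 24.4, under the floor, and the carbonic anhydrase Car3, abundant in fat and muscle, from 2941 to 278 (10.6-fold lower). The log2 difference of Car3, -3.40, was -1.94 with all its probe sets averaged, some of them under the floor. An immunoglobulin lambda gene, Iglv1, went from 3319 to 366 (9.07-fold lower), the transcription factor Creb3l4 from 399 to 123, and the cytochrome P450 gene Cyp2e1 from 255 to 80.9. The others of this group were Lrrc19, Cxcl9, Iigp1, Reg3g, and Reg4. The other probe set of Hoxd13, under the floor in both pools, ran the other way (70.5 in WT and 57.0 in KO). With values under the floor set to the floor, Hoxd13 was at a log2 difference of 1.002, Zbtb16 at 1.86, Gsdmcl-ps at 1.76, Adipoq at -1.30, Creb3l4 at -1.65, and Cyp2e1 at -1.002, as bounds, and Cox7c did not pass 2-fold. By these bounds Hoxd13 and Cox7c fall behind Hspa1b (1.58) and Saa2 (1.56), and Cyp2e1 behind Ccl9 (-1.22), all outside the groups of 10. The places of Hoxd13, Cox7c, and Cyp2e1 therefore rest on values under the floor. Cox7c, Iglv1, and Zbtb16 are read here from probe sets that can match several transcripts. Without these, Cox7c and Iglv1 were each left with a probe set under the floor. The other probe set of Zbtb16 that reached the floor gave a log2 difference of 1.32 (78.0 in WT and 195 in KO).

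Genes of innate sensing differed by less than 2-fold in most cases. None of 24 pattern recognition receptors and adaptors passed 2-fold (median log2 difference 0.08, percentile 84.9, -0.0073 with all probe sets averaged, and 0.16 with the floor at the 75th percentile, where the percentile was 98.2). The largest differences were those of the coreceptor Ly96 (-0.53) and the kinase Ikbkb (0.33). Tlr4 was at 399 in WT and 489 in KO, Tlr2 at 458 and 404, Nod1 at 663 and 805, Myd88 at 846 and 783, Traf2 at 447 and 531, and Traf6 at 499 and 552. NF-κB target genes had a median of 0.18 over 20 members (percentile 99.5). Of these the inhibitor-like cofactor Nfkbiz was higher (635 in WT and 1326 in KO) and none was lower. Its log2 difference was 1.06 on the brightest probe set and 0.61 over all 3 probe sets. None of 20 cytokines and receptors of mucosal immunity passed 2-fold (median 0.15, percentile 96.9, and 0.25 and 99.7 with the floor from genes of other tissues), and the largest differences were those of Il1r1 (0.69) and Il6st (0.54). Nod2 and Nfkb1 were not analyzed here.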

**Figure 5:**
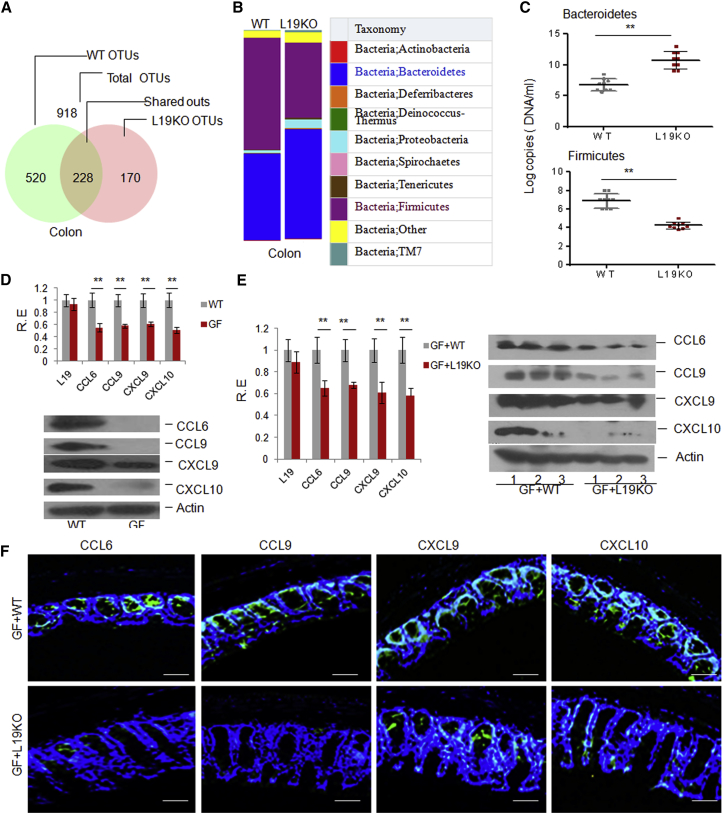
The LRRC19-Associated Gut Microbiota Modulates the Expression of Chemokines (A and B) 16S rRNA analyses of gut microbiota of WT and *Lrrc19* KO mice. The samples were clustered at the operational taxonomic unit (OTU) (A) and phylum (B) levels using the sample OTU and sample phylum count matrices, respectively. (C) qRT-PCR of gut microbiota. The abundance of bacteria in WT and *Lrrc19* KO mice was measured as bacterium-specific 16S rRNA copy numbers by qPCR analysis of fecal pellets. Standard curves were prepared from serial dilution of *E. coli* genomic 16S rRNA extracted in the same manner as above. (D) qRT-PCR and immunoblot of CCL6, CCL9, CXCL9, and CXCL10 in WT and GF mice. (E) qRT-PCR and immunoblot of CCL6, CCL9, CXCL9, and CXCL10 in GF+WT and GF+L19KO mice. GF+WT, GF mice transplanted with the microbiota from the feces of WT mice; GF+L19KO, GF mice transplanted with microbiota from the feces of *Lrrc19* KO mice. (F) Immunostaining of CCL6, CCL9, CXCL9, and CXCL10 in GF+WT and GF+L19KO mice. Scale bars, 40 μm. ^∗^p < 0.05, ^∗∗^p < 0.01 (Mann-Whitney *U* test in C; t test in D and E, mean ± SD). See also Table S1.

**Figure 6:**
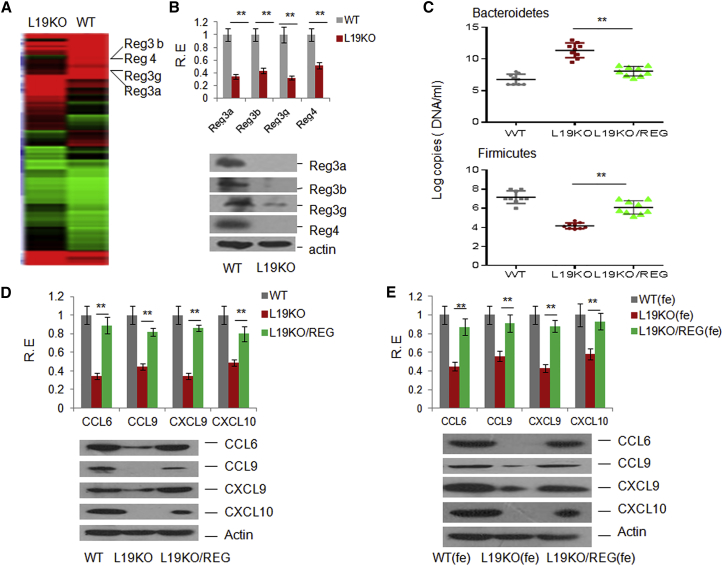
Expression of Chemokines Is Associated with the REG-Mediated Microbiota (A) Microarray analysis of gene expression in gut tissues of WT and *Lrrc19* KO mice. (B) qRT-PCR (top) and immunoblot (bottom) of REG3α, REG3β, REG3γ, and REG4 in WT and *Lrrc19* KO colon tissues. (C) qRT-PCR of gut microbiotas. The abundance of bacteria in *L19* KO mice with (KO/REGs) or without (KO, control adenoviruses only) REG3α-, REG3β-, REG3γ-, and REG4-expressing adenovirus injection was measured as 16S rRNA copy numbers by qPCR analysis of fecal pellets. Standard curves were prepared from serial dilution of *E. coli* genomic 16S rRNA extracted in the same manner as above. (D) qRT-PCR and immunoblot of CCL6, CCL9, CXCL9, and CXCL10 in *L19* KO mice with or without (control adenoviruses only) REG adenovirus injection. Adenovirus-Reg3α, -Reg3β, -Reg3γ, and -Reg4 complexes (REG) or control adenovirus were injected intraperitoneally once per week, three times. (E) qRT-PCR and immunoblot of CCL6, CCL9, CXCL9, and CXCL10 in feces-transplanted mice. Mice were first treated using pan-antibiotics (1 g/l ampicillin, Sigma), 0.5 g/l vancomycin, 1 g/l neomycin sulfate, and 1 g/l metronidazole) in drinking water for 4 weeks and were then transplanted with microbiotas from feces. WT(fe), *Lrrc19* KO mice transplanted with the microbiota from the feces of WT mice; L19KO(fe), *Lrrc19* KO mice transplanted with the microbiota from the feces of *Lrrc19* KO mice with control adenovirus injection; L19KO/REG(fe), *Lrrc19* KO mice transplanted with the microbiota from the feces of REG adenovirus-administered *Lrrc19* KO mice. Expression of CCL6, CCL9, CXCL9, and CXCL10 was analyzed 3 days after transplantation. ^∗^p < 0.05, ^∗∗^p < 0.01 (Mann-Whitney *U* test in C; t test in D and E, mean ± SD). See also Figures S5, S6, and S7.

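Apart from the REG genes, most genes at the boundary between the epithelium and the microbiota differed less than 2-fold between the pools. Of 18 antimicrobial proteins, the acute-phase proteins Saa2 (733 in WT and 2154 in KO, 2.94-fold higher) and Saa1 (5585 and 11265, 2.02-fold higher) were higher, none was lower, and 16 did not pass 2-fold. The probe sets used for Saa2 and Saa1 can match several transcripts. Saa2 has no other probe set, and the other one of Saa1 was 2.36-fold higher (4931 in WT and 11629 in KO). The median log2 difference of the list was 0.02 (percentile 61.8, from 29.5 to 78.6 over the other settings, and -0.06 with the arrays set to the same median, where Saa1 was at 0.93). The peptidoglycan recognition protein Pglyrp1 was at 3033 in WT and 2035 in KO, and Pglyrp2 was under the floor in both pools. None of 23 genes of mucins and fucosylation passed 2-fold (median -0.07, percentile 17.8), and the percentile went from 2.91 with the floor at the 75th percentile, where the median was -0.14, to 63.9 with all probe sets averaged. The largest differences were those of Agr2, which folds mucins in the endoplasmic reticulum (10151 in WT and 5266 in KO), and Galnt12 (1481 and 963). Agr2 passes 2-fold when the arrays are set to the same median. None of 17 genes of tight and adherens junctions passed it in the values as deposited (median 0.14, percentile 97.6), with the claudins Cldn2 at -0.94 and Cldn4 at 0.67. Cldn2 also passes it when the arrays are set to the same median.

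Epithelial and regional markers were compared in the same way. Among the colon markers, Hoxd13, the homeobox gene Hoxb13 (259 in WT and 738 in KO), the water channel Aqp8 (2019 and 4873), and Saa1 were higher and none was lower. Among the ileum markers, the transcription factor Osr2 was lower (472 and 215) and none was higher, although the second probe set of Osr2 ran the other way (126 and 142). No marker of absorptive enterocytes, tuft cells, goblet cells, enteroendocrine cells, or stem cells passed 2-fold in the values as deposited. The enteroendocrine markers Gcg and Nts and the goblet cell marker Agr2 (-0.95) pass it when the arrays are set to the same median. Enterocyte markers had a median log2 difference of 0.04 (percentile 65.9, from 53.7 to 87.3 over the other settings), with the largest differences in Ada (-0.54) and Dpp4 (-0.40). Tuft cell markers were at 0.06 (percentile 62.9, and -0.09 with the floor at the 75th percentile), with Cd24a at -0.45 and Alox5 at 0.26. Both medians were below 0 when the arrays were set to the same median (-0.04 and -0.02). Goblet cell markers, counted without Ccl6, had a median of -0.13 (percentile 6.50), led by Agr2 and Spdef (-0.74). Enteroendocrine markers were at -0.22 (percentile 0.43), with the hormone genes Gcg (-0.99) and Nts (-0.96) differing most. Stem cell markers were at -0.02 (percentile 34.4, and 0.05 and 71.4 with the floor at the 75th percentile), with Igfbp4 at -0.39 and Lgr5 at 142 in WT and 96.2 in KO, under the floor in KO.

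**Figure D3:**
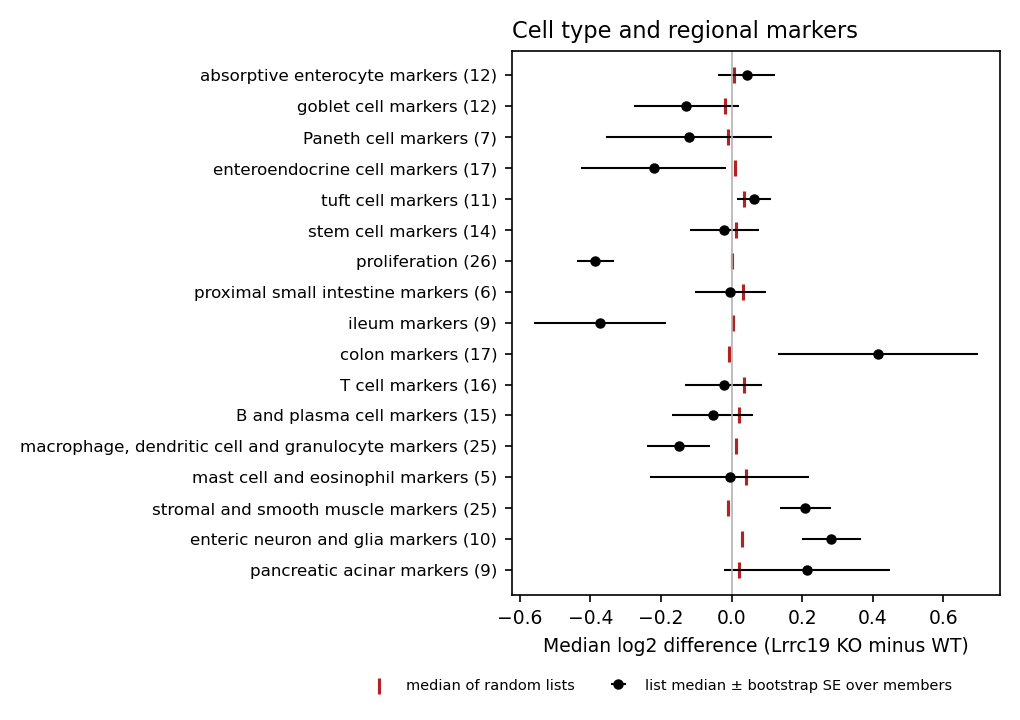
Median log2 difference (Lrrc19 KO minus WT) of 17 lists of cell type, regional, and proliferation markers (points), with the number of members at or above the floor in parentheses. Bars are the bootstrap standard error over the members of a list, not over mice, and red ticks are the median of the random lists. Colon markers (0.41) lie to the right of 0, and ileum (-0.37) and proliferation (-0.39) markers lie to the left.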

**Figure 7:**
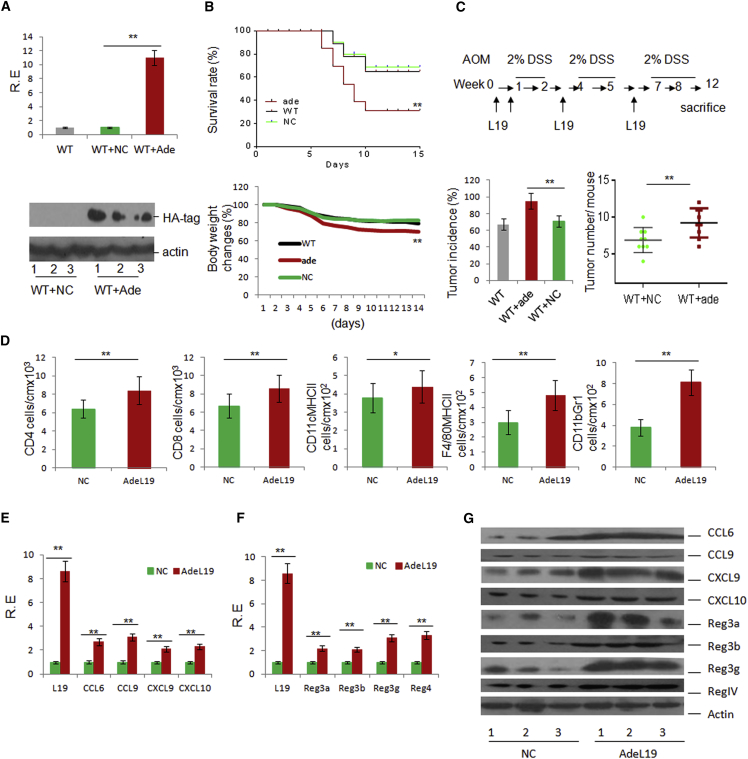
Exogenous LRRC19 Promotes the Occurrence and Development of Gut Inflammation (A) qRT-PCR (top) and immunoblot (bottom) of LRRC19 in LRRC19 adenovirus- (WT+ade) or control adenovirus (WT+NC)-injected mice. Colon tissues were lysed and analyzed for LRRC19 expression by anti-hemagglutinin (HA), with which LRRC19 was tagged in adenoviruses. (B) Survival (top) and body weight (bottom) were monitored until day 14 after the start of DSS. Mice with (Ade) and without LRRC19 (NC) adenovirus injection (n = 16, male) were fed a 2% DSS solution in drinking water for 7 days and then switched to regular drinking water. (C) Experimental design (top) and incidence and tumor numbers (bottom) of colon carcinoma in LRRC19 adenovirus- (WT+ade) (n = 16) or control adenovirus-administered (WT+NC) mice (n = 16) after AOM-2% DSS treatment for 3 months. (D) Absolute number of CD4^+^T cells, CD8^+^ T cells, CD11C^+^MHCII^+^ DCs, F4/80^+^MHCII^+^, and CD11b^+^Gr1^+^ cells in colon tissues of LRRC19 adenovirus- (AdeL19) or control adenovirus (NC)-injected mice (n = 6) as assessed by flow cytometry. The absolute numbers were standardized by calculating the numbers per l cm of colon. (E, F, and G) qRT-PCR (E and F) and immunoblot (G) of CCL6, CCL9, CXCL9, and CXCL10 and REG3α, REG3β, REG3γ, and REG4 in LRRC19 adenovirus (AdeL19)- or control adenovirus (NC)-injected mice (n = 6). Lanes 1–3 in (G) are representatives of six mice. ^∗^p < 0.05, ^∗∗^p < 0.01 (Wilcoxon’s test in B [top]; ANOVA in B [bottom]; t test in A, C, D, E, and F, mean ± SD; Mann-Whitney *U* test in C for tumor number).

How the deposited data were processed for this re-analysis (not part of the article)

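Cells labeled as gut epithelial cells of WT and Lrrc19 KO mice were compared on 1 Affymetrix mouse genome array per genotype. Each array carried RNA pooled evenly from 5 mice (2 males and 3 females, 6 weeks old), taken from intestine treated with EDTA and depleted of T cells, B cells, DCs, and macrophages. Genotypes, sexes, ages, and cell type were taken from the sample labels.

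The values deposited by the authors are intensities on a linear scale, 1 for each of 45101 probe sets per array. The submitters' processing notes name RMA, with no version. Because RMA usually returns log2 values with identical distributions, the plan made before the data were examined was written for log2 values, with the log2 of linear values as the second course, and the second course was followed. The ranked values of the arrays were unequal at 99.95% of the ranks, by up to 3422 units, so no quantile normalization is visible in them. The scaling between the arrays is not given in the sources used here. An error of scaling would shift all log2 differences by a constant, and small differences such as list medians are open to it. On the WT array 10 probe sets, and on the KO array 12, had the lowest value of 1. The ratio of 3' to 5' probe sets was 1.26 in WT and 1.50 in KO for Gapdh, 1.75 and 1.77 for Actb, and 4.14 and 5.89 for the transferrin receptor. The hybridization spike-ins were brighter on the KO array by a median log2 difference of 0.50 (robust SD 0.07 over 18 probe sets), and the Bacillus control probe sets by 0.19 (24 probe sets, 21 of them higher).

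Values under 1 were set to 1 and log2 was taken. The 64 control probe sets were left out of the gene counts. Of the 45037 others, 34945 carried 1 gene symbol in the platform annotation, 932 carried several and were left out, and 9160 were unnamed here. Symbols were updated through gene identifiers with the RefSeq table of GRCm38.p6, which held 34741 of the single-gene probe sets. The array values name no genome build, so no coordinates are given. A gene was represented by the probe set with the highest mean of both arrays, which gave 18193 genes. The floor was the 50th percentile of all probe set values that were not controls, an intensity of 127 (log2 6.99). A gene was at or above it when 1 of the arrays reached it, which 12518 genes did. A log2 difference (KO minus WT) of at least 1 in size was counted as higher or lower. Pearson's r between the arrays, across these genes, which are not independent replicates, was 0.97.

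No test was run, since each genotype had 1 array of pooled RNA. The median log2 difference of each of 47 gene lists fixed before the data were examined was given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these 2 arrays. Bootstrap standard errors (2000 resamples of the members) describe the spread over genes. Lists with fewer than 3 members at or above the floor were given as values only. Of 1041 list entries, 902 matched a single-gene probe set. Ccl6 was left out of the goblet cell list, and Pnliprp2, Clps, and Zg16 out of the pancreatic acinar list. The genes named are those the paper names in this context, the 10 genes with the largest difference in each direction among those past 2-fold whose probe sets at or above the floor all moved in the same direction, and up to 4 members past 2-fold of each list. For a list with none, the 2 members with the largest difference may be given as values. Nod2, Nfkb1, Pglyrp3, and Pglyrp4 were not analyzed here.

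The alternatives were the mean of all probe sets of a gene, the removal of probe sets that can match several transcripts (suffixes _x_at and _s_at), median centring, quantile normalization, lowess on mean intensity (span 0.3), centring on control genes, an addition of 16 before log2, no floor, floors at the 25th and 75th percentiles and at the 95th percentile of genes of other tissues, 1.5-fold and 3-fold rules, keeping probe sets of several genes, random lists without matching, and, chosen after the values were seen, values under the floor set to the floor. The calculation was tested on simulated arrays of the 18193 genes with 200 changed genes, for the comparison of the WT and Lrrc19 KO arrays. The 2-fold rule recovered 10% of genes changed 1.5-fold, 86% of those changed 2.5-fold, and 100% of those changed 4-fold or 8-fold, and 2 unchanged genes passed it. Of 200 simulated lists without change, 5.5% fell outside the middle 95% of the random lists. This simulation took the spread over genes as the noise and holds no difference between mice. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, and matplotlib 3.10.9.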

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

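The tests on Hox genes and on squamous epithelium markers, and the bounds of the 0.1 and 99.9 percentiles that picked the lists named here, were chosen after the values had been seen. The Hox test was first run with paralog group 13, whose genes had shown the pattern, and then without it. The gap was 0.27 (standard error 0.21) in the first form and 0.26 in the second, and neither met a bound. The squamous test was first run on all 15 measured markers, where its outcome was against that tissue, and was then limited to those at or above the floor, with the same outcome. A requirement of several markers well above the floor, under which the tissue was left open, was tried after that. Most of the markers lie near or under the floor, so the tissue is left open here. The other tests were set before. The lists were not analyzed by the paper. With 44 lists compared, 0.088 would pass these bounds by chance if the genes of a list were independent, which they are not.

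In the Lrrc19 KO pool, 2 of the 26 proliferation genes were lower, the mitotic spindle gene Nusap1 (681 in WT and 331 in KO) and the cyclin Ccnb2 (1305 and 639.8), and 22 of the 26 differences were negative (median log2 difference -0.39). Nusap1 was at -0.61 with its probe sets averaged and Ccnb2 at -0.96 with the arrays centred on control genes, both under 2-fold. In the other direction, the proliferation gene Ube2c (-0.965) was just under 2-fold and passes it with the arrays set to the same median. Aurkb (172 in WT and 86.7 in KO) does so too by the values as measured. It was under the floor in the KO pool, so no fold is given for it. Of 25 dissociation and immediate early genes, the heat shock genes Hspa1b (1792 in WT and 5344 in KO) and Hspa1a (229 and 484) and the transcription factor Atf3 (604 and 1271) were higher, and 23 differences were positive (median 0.37). With the arrays set to the same median, Atf3 was at 0.993 and Hspa1a at 0.9998, just under 2-fold. Beside these lists, the 3' to 5' ratio, a sign of RNA quality, was higher in the KO pool for Gapdh (1.256 in WT and 1.5002 in KO) and the transferrin receptor (4.14 and 5.89) and was 1.75 and 1.77 for Actb. Among 14 hypoxia genes the prolyl hydroxylase Egln3 was higher (656 in WT and 1396 in KO), with a median of 0.26. Ribosomal protein genes had a median of -0.17, with 28 of 29 differences negative, and the percentile was 0.05, with Rpl14 at -0.82 and Rps6 at -0.52. Stromal and smooth muscle markers had a median of 0.21, and all 25 were at or above the floor, with Des at 0.65 and Myh11 at 0.55. Several were bright in both pools, such as Tagln (10290 in WT and 12771 in KO) and Actg2 (9534 and 12595). The pools labeled as epithelial cells thus held muscle and stroma. These arrays alone cannot assign a difference to epithelial cells. The lists of interferon-stimulated genes (-0.28), ileum markers (-0.37), and colon markers (0.41) also lay beyond the bounds. In other settings the ileum list lay inside the bounds in 7 of 12 (percentile up to 1.44, with the floor at the 75th percentile), the hypoxia list in 5 (down to 99.85, without a floor), and the ribosomal list in 3 (up to 4.41, with all probe sets of a gene averaged). Random lists without matching are not among these 12. With them the stromal list (percentile 99.87) and the ribosomal list (0.225) lay inside the bounds.

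The REG genes were lower in the KO pool by a median log2 difference of -1.76. A smaller amount of pancreas in the KO pool would lower acinar transcripts as well, but their median was 0.21 (bootstrap standard error 0.24, 9 members). Prss2, chosen after its values were seen, was at 666 in WT and 624 in KO. Of 17 acinar markers on the array 9 reached the floor, and Ctrb1 (134 in WT and 125 in KO) and Gp2 (155 and 156) lay near it. A fall as large as that of the REG genes was not seen, but the list cannot exclude a smaller change in pancreas. Fewer Paneth cells remain open. The median of the Paneth cell list was -0.12 (standard error 0.24, 7 members, and from -0.20 to 0.07 over the other settings). A fall as large as that of the REG genes was not seen in it. The list may not measure these cells, as Ang4 is also in the goblet cell list and Kit in the mast cell list. Colon markers were bright, while 6 of 16 proximal small intestine markers reached the floor. How many Paneth cells the pools held is therefore not known. Another share of gut regions also remains open, since the largest regional median was 0.41 (standard error 0.28, 17 members), between the bounds of 0.25 and 0.5 set for it, and since the labels do not say which part of the intestine the pools came from. A lower expression of REG genes in epithelial cells without LRRC19, as the paper proposes, could not be separated from the regional shares with 1 pool per genotype.

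The 4 chemokines were lower by a median of -1.12. Fewer leftover immune cells of all kinds would lower leukocyte markers by a similar amount. The lower of the T cell and myeloid medians was -0.15 (standard error 0.09, 25 members). At its lowest, with the floor from genes of other tissues, it was -0.31 (standard error 0.15). A loss of all leukocytes as large as the chemokine decrease was therefore not seen. Loss of a subset remains open as a source, since a median over all members cannot show it. Of the 25 myeloid differences, 18 were negative and 7 positive, with Adgre1 at -0.74, Fcgr3 at -0.69, and Fcer1g at -0.65. The bound set against a leukocyte loss, -0.25 by more than the standard error, was missed in 5 of 12 other settings. Averaging of probe sets was among them (-0.25). A smaller loss therefore remains open, as does a change in cytotoxic lymphocytes, given the decreases of Gzma and Gzmb. None of these settings scaled the arrays by the spike-ins. Their offset of 0.50 would lower the leukocyte and chemokine medians alike. The size of a leukocyte loss, and whether its bound is met, therefore depend on the scaling. Lowess, which removes a trend of the difference with intensity, kept 103% of the chemokine median, while a weaker interferon response, itself biological, may be part of the pattern, with a median of -0.28 (standard error 0.10, 35 members) between the bounds of -0.25 and -0.5. The paper's own explanation, a microbiota altered by the reduced REG proteins, was not tested here and remains open.

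Of 17 colon markers, Hoxd13, Hoxb13, Aqp8, and Saa1 were higher in the KO pool, 13 did not pass 2-fold, and 6 of the 17 differences were negative. A larger share of distal colon is a candidate explanation. The median of the Hox genes of paralog groups 9 to 11 exceeded that of groups 1 to 8 by 0.26 (standard error 0.11, 19 genes), in the direction it needs, but by too little to meet the bound set for it, and none of groups 9 to 11 passed 2-fold, with differences from -0.47 (Hoxb9, the single negative one of 8) to 0.82 (Hoxa9). Groups 1 to 8 overlapped with these, with differences from -0.50 (Hoxb6) to 0.89 (Hoxc8, under the floor in WT). Anal squamous epithelium would raise its abundant transcripts, and none of its markers passed 2-fold upward. The median of the 7 markers at or above the floor was 0.054 (standard error 0.094). The 8 others, Krt5 and Krt14 among them, were under the floor in both pools. Most of the 7 lie near the floor, so these markers cannot decide whether the share of this tissue differed, and it remains open as a source. An effect of the genotype on the colon markers and Hox genes was not tested and remains open.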

How the results depend on the processing

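The tested settings were set before the data were examined, except that values under the floor were set to the floor in a setting chosen after the values were seen. That one gave 61 higher and 45 lower genes, all of them among the 70 and 51, and 6 named genes no longer passed 2-fold (Cxcl10, Reg3a, Cox7c, Ido1, Acot1, and Hbb-b2). No paired analysis was possible because each genotype had 1 array. Under the settings set before, the number of higher genes, 70, was 46 with all probe sets of a gene averaged, 105 without a floor, 348 with a 1.5-fold rule, and 18 with a 3-fold rule. The number of lower genes, 51, was 77 without a floor, 425 with a 1.5-fold rule, and 10 with a 3-fold rule. Both follow from the thresholds and the averaging, which is the construction of these settings. Median centring gave 53 higher and 76 lower genes (41.1% higher), and centring on control genes 91 and 37 (71.1% higher), against 57.9% higher in the values as deposited. The log2 difference of Lrrc19, -2.09, was -3.16 with both probe sets averaged, one of them under the floor in the KO pool. The median of the 4 REG genes, -1.76, was -2.22 with the floor at the 75th percentile and with the floor from genes of other tissues, where Reg3a is left out. The median of the pancreatic acinar markers, 0.21, was 0.59 under both of these floors, where 5 members were left. This is the value of Cela1. Fdps, at -1.01, was at 0.075 with its probe sets averaged, as its second probe set was under the floor. Of the remaining comparisons, 519 of list medians moved by less than the robust SD of 0.27 over genes. This SD is larger in size than most of the medians, so the count does not show that they were stable. A median could change sign and still be counted, as for Paneth cell markers (from -0.20 to 0.07) and pattern recognition receptors and adaptors (from -0.0073 to 0.16). Of single-gene values, 464 moved by less than the SD and 17 by more. Of 43 named genes past 2-fold, Lrrc19 not counted, 12 fell under it in at least 1 of the settings set before (Acot1, Atf3, Ccnb2, Cox7c, Cxcl10, Fdps, Hbb-b2, Hspa1a, Nfkbiz, Nusap1, Osr2, and Saa1), and Fdps alone changed sign. Of the others, 5 with differences near 0 changed sign (Ctnnb1, Il12a, Il12b, Il1b, and Tnf). Unmatched random lists moved 10 percentiles by 2.5 points or more and 34 by less. Signal near the floor limits Cxcl10, Reg3a, and Ccl2.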

Other observations

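Metabolic genes differed by less than 2-fold in most cases. Of 20 genes of cholesterol synthesis, Fdps was lower (2033 in WT and 1007 in KO) and none was higher, with a median log2 difference of -0.23 (percentile 0.39), but Fdps was at 0.075 with its probe sets averaged. Of 18 PPARα target genes, the thioesterase Acot1 was lower (229 and 114, and under 2-fold with values under the floor set to the floor) and none was higher (median -0.17, percentile 2.47, and -0.08 and 24.9 with all probe sets of a gene averaged). No gene passed 2-fold among 23 genes of xenobiotic metabolism (median -0.19, percentile 0.48, and -0.06 and 16.2 with the floor at the 25th percentile, with Gsta4 and Ugt2b5 at -0.86), 37 of oxidative phosphorylation (-0.14, percentile 0.37, and 15.4 with all probe sets of a gene averaged, with 36 negative, and with Ndufa9 at -0.54 and Uqcrc1 at -0.38), 13 of glycolysis (0.17, percentile 98.2, with Hk2 at 0.72 and Slc2a1 at 0.53), 15 of fat absorption (0.10, percentile 85.0, and 98.6 with all probe sets averaged, with Apoc2 at 0.54 and Plin2 at 0.49), and 16 of the circadian clock (0.13, percentile 93.1, with Per3 at 0.50 and Tef at 0.48). The unfolded protein response had a median of -0.03 (percentile 39.8, from 11.6 to 47.1 over the other settings), and Atf3 was its single member past 2-fold.

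Genes of fat cells, listed after Adipoq and Car3 had been seen, were lower in part. Of 10 at or above the floor, 4 were lower and none was higher, namely Adipoq (313 in WT and 24.4 in KO), Car3 (2941 and 278), the fatty acid carrier Fabp4 (1372 and 648), and the cysteine dioxygenase Cdo1 (629.8 and 309). Without Adipoq and Car3, which prompted the list, 2 of 8 were lower, both just past 2-fold. Lpl was at -0.91 and Scd1 at -0.71, Retn was at 199.8 in WT and 123 in KO, just under the floor in KO, while Cidec (0.14), Pck1 (-0.05), and Thrsp (-0.06) were near 0. Nnt, a mitochondrial transhydrogenase that is partly deleted in the C57BL/6J strain and was noticed after its values were seen, was lower on both of its probe sets at or above the floor (809 in WT and 357 in KO, and 1044 and 487), while the remaining one was under the floor and ran the other way (99.3 and 117).

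Other cell types were also measured. Among 15 B and plasma cell markers Iglv1 was lower and none was higher, with a median of -0.05 (percentile 20.5), which went from -0.15 to 0.06 over the other settings (percentile 3.05 to 74.0). The mast cell and eosinophil markers were at -0.0056 over 5 members (percentile 35.8, from 33.3 to 71.4 over the other settings), with Mcpt4 at -0.30 and Mcpt1 at 97.0 in WT, under the floor, and 161 in KO. Enteric neuron and glia markers were at 0.28 over 10 members (percentile 99.7, and 94.5 with the floor at the 75th percentile), none of them past 2-fold, with Snap25 at 0.52 and Prph at 0.51. Of 2 erythrocyte markers at or above the floor, Hbb-b2 was lower (250.3 in WT and 96.5 in KO, but under 2-fold with values under the floor set to the floor) and Slc4a1 was at 0.23. The second probe set of Hbb-b2, under the floor, ran the other way (19.5 and 22.1). Of the sex-linked genes only Xist reached the floor (3293 in WT and 5740 in KO), in pools that each held 3 females and 2 males by their labels. The other measured genes of this list were under it in both pools, so the list did not show the stated males. Equal numbers of females would not by themselves give the Xist difference (1.74-fold higher in KO). The stated sexes therefore rest on the labels. The control genes had a median of -0.09 (percentile 15.8), with Gusb at -0.67 and Hprt at -0.23, and 6 genes of other tissues had a median of 0.12 (percentile 78.2, from 10.8 to 92.2 over the other settings), with Myl7 at -0.89 and Mobp at 0.54.

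Genes measured by the study with other methods in other samples are given here as array values. The study measured the cytokines in colon of mice kept on chow for the long term. It measured the other markers as protein, and NF-κB and STAT3 as phosphorylated protein. The arrays hold RNA of mice 6 weeks old by their labels, so these values do not test those results. Of 9 at or above the floor, none passed 2-fold and their median was 0.13 (percentile 87.6). Ptgs2, the cyclooxygenase of inflamed tissue, was at 149.9 in WT and 275 in KO, Pcna at 2862 and 2053, Stat3 at 1154 and 1382, Rela at 1548 and 1747, Ctnnb1 at 9183 and 10223, Il1b at 137 and 144, Il17a at 211 and 232, Il12a at 227 and 236, and Il12b at 396 and 413. Tnf, Il6, and Ifng were under the floor in both pools, as was Ccl2 (124 and 115), for which the paper reports no remarkable difference by qRT-PCR.

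Of 16 genes listed as lying near Lrrc19, none passed 2-fold, and the median was -0.08 (percentile 11.6). In the RefSeq annotation of GRCm38.p6, 13 of them lie within 15 genes of Lrrc19, with a median of -0.09. Of the genes on either side of it, Ift74 was at 135 in WT and 70.4 in KO and Tek at 141 and 116, with both KO values under the floor. Cyp2j6, 11 genes away, was at 514 and 308 (-0.74).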
